A study of Mus musculus with 10 samples.

How the data were processed

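RNA sequencing was used to follow spermatogonial stem cells of DBA/2 mice in culture. The labels describe adult testis cells selected with magnetic beads on the surface protein CD9 and grown with GDNF and FGF2 in a medium with fetal serum. They were sampled at 0, 1, 2 and 3 weeks of culture. GS cells, long-term cultures of spermatogonial stem cells, formed the last group. Each of the 5 groups held 2 libraries, 10 in all, and the group of each library came from its label. Per the labels' protocols, RNA was extracted with TRIzol, cleaned on a column and made into strand-specific libraries from poly(A) RNA with the Illumina TruSeq Stranded mRNA kit. Whether feeder cells were present is not given in the sources used here.

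The authors deposited a matrix of normalized FPKM values (fragments scaled by transcript length and by the mapped fragments of the library), with 21969 genes and 1 column per library. The submitters' processing notes name bcl2fastq 2.17.1.14, cutadapt 1.16, Bowtie2 2.3.4.1, HISAT2 2.1.0, Cufflinks 2.2.1, Cuffdiff and the genome build mm10, without saying which step each served. The annotation release, any filter and the method of normalization are not given in the sources used here. All analyses started from these FPKM values, so errors of alignment or of sharing reads between copies of a gene were carried along. Values of the H2 genes are uncertain for this reason, since the family has close copies and DBA/2 mice carry other alleles than the reference strain. The same holds for pairs of near-identical genes such as the alpha globins.

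Gene identifiers were matched to GENCODE M21, an annotation of GRCm38, which is the assembly that mm10 names. Of the 21969 identifiers 21951 were found, 20936 of them with the same version, and 21909 were protein coding. A spreadsheet had turned 27 symbols into dates, and these were restored from the identifiers. A symbol stood on more than 1 row in 19 cases, and the gene lists used the row with the lower identifier. Coordinates are 1-based and come from GENCODE M21.

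FPKM values hold no total count, so depth was read from their steps. In 2264 genes with a lone annotated transcript of at least 1500 nucleotides, a low FPKM multiplied by the transcript length less a fragment of 200 nucleotides is a whole multiple of what 1 read is worth. The step found in this way gave 10.35 to 21.06 M reads (M, 1e6) per library on the scale of the authors' normalization. Between 97.44% and 99.0% of the low values were whole within 0.15 of a read. Because the lengths of most genes depend on an annotation that is not named, reads were not recovered for all genes and no count model was run. At FPKM 1, a transcript of 2200 nucleotides had 20.7 to 42.1 reads in the 10 libraries. Of 15 genes used in every cell, 0 were listed at 0 in any library.

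Values were analysed as log2(FPKM + 1), a pseudocount of 1, for the 15671 genes at FPKM 1 or more in at least 2 libraries. A fold change on this scale understates the change of low genes. The 5 groups were fitted together with limma 3.58.1 in R 4.3.3 (linear model, contrasts, empirical Bayes with an intensity trend), which left 5 residual degrees of freedom. Week 1 was compared with week 0, week 2 with week 1, week 3 with week 2, GS cells with week 3 and GS cells with week 0, and an F test asked which genes differed between any groups. P-values were adjusted by Benjamini-Hochberg within each comparison, and a gene was called at an adjusted p under 0.05. All tests were two-sided. Nothing in the labels says that the replicates came from separate animals or cultures, so p-values measure only the spread between these libraries, which may be technical. Consecutive comparisons share a group, so a fall and a rise on either side of a group are not independent.

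A set of 28 gene lists was fixed before the data were examined, together with the comparisons, the tests, the alternatives and the rule for naming genes. They covered germ cell stages (undifferentiated and differentiating spermatogonia, meiotic spermatocytes, spermatids), other cell types (Sertoli cells, Leydig cells, smooth muscle and peritubular myoid cells, fibroblasts and extracellular matrix, macrophages, endothelial cells, lymphocytes, erythroid cells), immune genes (immune checkpoint ligands, MHC class I and class II presentation, interferon response) and cell functions. The last were DNA replication, mitosis, GDNF and FGF signalling targets, immediate early genes, glycolysis, oxidative phosphorylation, cholesterol biosynthesis, p53 targets and cell cycle inhibitors, DNA methylation machinery, pluripotency factors, the piRNA pathway, and cell adhesion and integrins. Of 580 entries 9 had no row and 26 lay below the filter. Lists share some genes, and 13 of the 30 measured genes of the undifferentiated spermatogonia list stood in another list. Lists were tested with camera, which compares a list with all other genes, at its preset correlation of 0.01 and a Benjamini-Hochberg adjusted p under 0.05. Camera with an estimated correlation and fry, which asks whether a list's genes move on balance in 1 direction, were alternatives. Ranges of a list's adjusted p over alternatives include fry and leave out the estimated correlation, which is given with each list.

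The genes named in the text were chosen by a rule. Cd274 and Pdcd1lg2 were always named. In the comparisons with week 0, the 8 genes with the highest and the 8 with the lowest log2 fold change were named among called genes whose libraries did not overlap and whose mean was FPKM 10 or more in the higher group. In the other comparisons 5 each way were taken. None of the genes taken by size carried a placeholder symbol such as a Gm number or Rik clone name. The largest rises and falls are therefore those among genes with other symbols. From each called list, up to 4 called members with the largest changes could be named.

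The fit was tested on simulated values for the 15671 genes with their real means and spreads, for GS cells against week 3. Of 200 genes changed, 81% were recovered at a log2 change of 1 and 11% at a change of 0.5, and 3 of the 95 calls were unchanged genes. A list of 25 genes raised by 0.5 was called, also with an estimated correlation (camera adjusted p = 0.0189), and 0 of 100 unchanged lists were called with the preset correlation. The simulation carried over means and spreads, not correlations between genes. It therefore cannot show how often camera calls unchanged lists of correlated genes, such as the fibroblast list (estimated correlation 0.681). The alternatives were pseudocounts of 0.1 and 5, no filter and a filter at FPKM 5, rescaling to a common sum or by the median ratio, quantile normalization, a fit of only the groups compared, no intensity trend, the replicate number as a block, a minimum change of 2-fold, and leaving out each library in turn. Replicates differed by more than sampling noise in every group, with a median dispersion of 1.27 to 3.08 times that of Poisson counts, so no library was a copy of another.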

Results

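The data were 10 RNA-seq libraries from DBA/2 mouse spermatogonial stem cells, the germ line stem cells of the testis, 2 for each of 5 groups. Week 0 was testis cells selected on CD9, weeks 1 to 3 were the same kind of cells kept in culture with the growth factors GDNF and FGF2, and GS cells were established long-term cultures. Depth was 10.35 and 12.64 M reads (M, 1e6) at week 0, 16.7 and 15.91 at week 1, 15.48 and 13.43 at week 2, 14.54 and 18.88 at week 3, and 21.06 and 18.81 in GS cells. Replicates of a group correlated at r = 0.991 to 0.996 across genes on the log2 scale, where genes are not independent replicates. Values are the authors' normalized FPKM as mean ± SD of n = 2 libraries. Where 2 values of a gene follow each other, weeks stand in time order, and in comparisons of GS cells their value comes first. The fold changes are limma estimates on the log2(FPKM + 1) scale, with adjusted p-values by Benjamini-Hochberg. Of 15671 genes tested, 14696 (93.8%) differed between some of the groups.

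The series asks whether PD-L1, a ligand that restrains T cells through the receptor PD-1, is induced in spermatogonial stem cells that divide in culture. Its gene Cd274 (ENSMUSG00000016496.7, chromosome 19, 29367455 to 29388095, plus strand, GRCm38) was at 1.86 ± 0.046 FPKM at week 0 and 12.4 ± 0.13 at week 1. The mean was 17.1 ± 0.90 at week 2, 18.0 ± 0.071 at week 3 and 26.6 ± 0.010 in GS cells, which is 6.69, 9.2, 9.67 and 14.3 times the week 0 level. By limma, Cd274 rose from week 0 to week 1 (log2 fold change 2.23, SE 0.095, adjusted p = 9.54e-08), again from week 1 to week 2 (0.43, adjusted p = 0.00528), and again from week 3 to GS cells (0.54, adjusted p = 0.00628). From week 0 to week 1 all 20 genes of the fibroblast and matrix list rose as well (median 2.66). Weeks 2 and 3 differed by 0.068 (limma, adjusted p = 0.676), a difference within the spread between replicates. GS cells exceeded week 0 by 3.27 (limma, adjusted p = 1.01e-08) and, in a comparison added after seeing the data, week 2 by 0.61 (adjusted p = 0.005). Pdcd1lg2, the gene of the other PD-1 ligand, which lies next to Cd274 (ENSMUSG00000016498.9, chromosome 19, 29410919 to 29471161, plus strand), had means of 0.12 to 0.54 FPKM in the 5 groups and stayed below the filter, so no test was made.

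**Figure D1:**
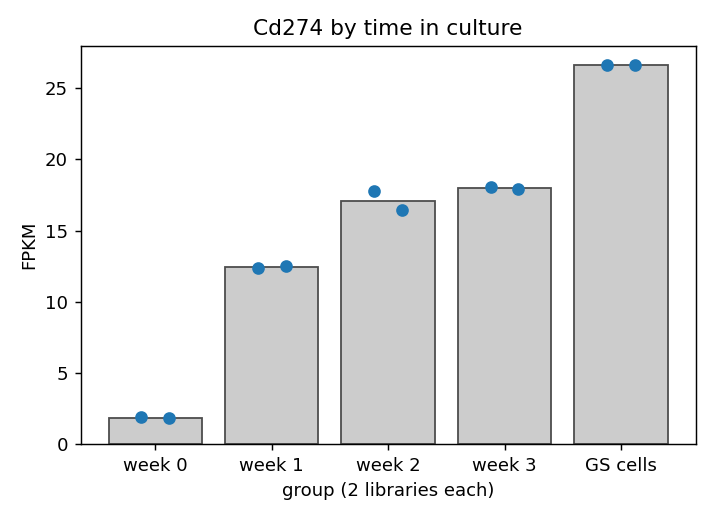
Cd274 FPKM (vertical axis) in each of the 5 groups, with bars for the mean and points for the 2 libraries of a group. The means run from 1.86 at week 0 to 26.6 in GS cells, and the libraries of each group lie close together.

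Week 1 was compared with week 0 to ask what changed when the sorted cells entered culture. Genes of spermatids, spermatocytes and Leydig cells fell. Insl3, the peptide hormone of Leydig cells, went from 1147 ± 102 to 0.59 ± 0.011 FPKM, and Tnp2, a transition protein of spermatid chromatin, from 3990 ± 62.4 to 7.85 ± 1.98. Ldhc, the lactate dehydrogenase of spermatocytes and sperm, went from 3358 ± 160.4 to 4.1 ± 1.4. Among the largest rises, Saa3, an acute-phase serum amyloid, went from 0.54 ± 0.0041 to 5732 ± 419.5 FPKM, Spp1 (osteopontin) from 4.89 ± 1.13 to 8344 ± 347.2, and Mmp3, a matrix metalloproteinase listed at 0 in both week 0 libraries, reached 1276 ± 14.0. The other genes among the 8 largest rises were Timp1, S100a4, Hp, Mmp13 and Cxcl5 (limma log2 fold changes 8.36 to 9.59, the largest adjusted p = 3.07e-07). The other genes among the 8 largest falls were Irgc1, BC051142, Mroh4, Prm3 and Hils1 (-9.45 to -8.72, the largest adjusted p = 2.01e-08).

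Among the germ cell lists, all 28 measured spermatid genes fell at week 1, 28 adjusted over the list alone, with a median log2 fold change of -6.96 (camera adjusted p = 2.32e-10, and adjusted p = 0.0554 with an estimated correlation). At week 1, 16 of these 28 genes still had a mean of FPKM 1 or more. Spermatid genes held 4.28% and 4.56% of the FPKM sum in the week 0 libraries and 0.0489% and 0.0448% in those of week 1. Of 27 meiotic spermatocyte genes 24 fell and 1 rose, the same counts adjusted over the list alone (median -2.06, camera adjusted p = 3.43e-05, and adjusted p = 0.0866 with an estimated correlation), among them Pgk2 and Hspa2. Of 19 piRNA pathway genes, which silence transposons in germ cells, 15 fell and 2 rose, with 15 and 2 adjusted over the list alone (median -1.85, camera adjusted p = 0.00203, and adjusted p = 0.195 with an estimated correlation), led by Tdrd6 and Piwil1. Genes of undifferentiated spermatogonia went the other way, with 25 of 30 higher and 3 lower, also 25 and 3 adjusted over the list alone (median 1.64, camera adjusted p = 4.29e-06, and adjusted p = 0.07 with an estimated correlation). Bcl6b, a transcription factor of stem cell self-renewal, went from 2.42 ± 0.31 to 69.9 ± 12.8 FPKM, and Cd9, the sorting marker, from 24.2 ± 0.94 to 245.4 ± 9.21. Of 27 targets of GDNF and FGF signalling 24 rose and 3 fell, 24 and 3 adjusted over the list alone (median 2.89, camera adjusted p = 1.18e-06, and adjusted p = 0.0554 with an estimated correlation). Spry2, a feedback inhibitor of FGF signalling, was at 2.88 ± 0.38 and 80.9 ± 2.39.

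Markers of other testis cells moved in both directions at week 1. Of 14 Leydig cell genes 13 fell, 13 adjusted over the list alone (median -2.73, camera adjusted p = 0.000366, and adjusted p = 0.0554 with an estimated correlation). Of 21 Sertoli cell genes 17 fell and 3 rose, 17 and 3 adjusted over the list alone (median -1.66, camera adjusted p = 0.00501, and adjusted p = 0.07 with an estimated correlation). All 3 measured erythroid genes fell, 3 adjusted over the list alone (camera adjusted p = 0.0491, and adjusted p = 0.173 with an estimated correlation). All 20 fibroblast and matrix genes rose, 20 adjusted over the list alone (median 2.66, camera adjusted p = 4.07e-06, and adjusted p = 0.311 with an estimated correlation). Lox, a collagen cross-linking enzyme, was at 2.57 ± 0.13 and 450.4 ± 7.22 FPKM and Lum, a matrix proteoglycan, at 1.03 ± 0.24 and 110.2 ± 5.12. Of 23 adhesion and integrin genes 18 rose and 4 fell, 18 and 4 adjusted over the list alone (median 1.54, camera adjusted p = 0.000161, and adjusted p = 0.07 with an estimated correlation), led by Cd44 and Itga5. Camera called neither smooth muscle (adjusted p = 0.182), macrophage (0.106), endothelial (0.451) nor lymphocyte genes (0.517). The lymphocyte list had a median of 0.673 and a mean of -0.304.

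Some groups of immune genes rose at week 1 beside these fibroblast genes. Of 21 MHC class I presentation genes 17 rose and 0 fell, 17 and 0 adjusted over the list alone (median 1.11, camera adjusted p = 8.05e-05, and adjusted p = 0.12 with an estimated correlation). B2m, the light chain of class I molecules (chromosome 2, 122147686 to 122153083, plus strand), went from 55.2 ± 1.29 to 783.2 ± 34.1 FPKM, and H2-D1, a class I heavy chain of uncertain level, from 39.9 ± 6.0 to 257.6 ± 13.6. Of 28 interferon response genes 22 rose and 1 fell, 22 and 1 adjusted over the list alone (median 1.26, camera adjusted p = 1.02e-05, and adjusted p = 0.07 with an estimated correlation). Gbp2 was at 2.08 ± 0.68 and 27.1 ± 2.47. Of 15 immune checkpoint ligands, Cd274 included, 8 rose and 2 fell, 8 and 2 adjusted over the list alone (median 1.41, camera adjusted p = 0.0491, and adjusted p = 0.164 with an estimated correlation). Cd80 went from 0.18 ± 0.11 to 17.1 ± 1.81 and Cd47 from 10.3 ± 1.63 to 84.8 ± 4.55. Of 8 MHC class II genes, used by antigen-presenting cells, 6 fell and 1 rose, 6 and 1 adjusted over the list alone (median -2.28, camera adjusted p = 0.0435, and adjusted p = 0.195 with an estimated correlation). Cd74 was at 28.0 ± 0.28 and 1.03 ± 0.20. Macrophage genes, not called by camera, fell in 10 of 15 and rose in 2, 10 and 2 adjusted over the list alone (median -1.85).

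Among cell functions, 17 of 21 p53 targets and cell cycle inhibitors rose at week 1 and 3 fell, 17 and 3 adjusted over the list alone (median 2.3, camera adjusted p = 8.05e-05, and adjusted p = 0.0554 with an estimated correlation). Cdkn1a, the inhibitor p21, went from 8.79 ± 0.094 to 262.9 ± 5.57 FPKM. Of 24 cholesterol biosynthesis genes 19 rose and 2 fell, 19 and 2 adjusted over the list alone (median 0.90, camera adjusted p = 0.000132, and adjusted p = 0.0554 with an estimated correlation), led by Insig1. Of 29 DNA replication genes 18 rose and 5 fell, 18 and 5 adjusted over the list alone (median 0.44, camera adjusted p = 0.00539, and adjusted p = 0.195 with an estimated correlation). Of 19 immediate early genes 11 rose and 6 fell, 11 and 6 adjusted over the list alone (median 0.85, camera adjusted p = 0.0379, and adjusted p = 0.635 with an estimated correlation). Camera called none of differentiating spermatogonia (adjusted p = 0.606), mitosis (0.681), glycolysis (0.517), oxidative phosphorylation (0.517), DNA methylation machinery (0.448) and pluripotency factors (0.0847). Differentiating spermatogonia had a median of 0.082 and a mean of -0.206, and glycolysis a median of -0.0572 with an upward test.

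In all, limma called 12577 genes between weeks 0 and 1, 5682 higher (45.2%) and 6895 lower, with a median of -0.136 over all genes. Quantile normalization gave 7772 higher (59.8%) and 5223 lower with a median of 0.378, and rescaling to a common sum gave a median of 0.078. Without week 0 replicate 1 or 2, the medians were 0.044 and 0.058. Genes at FPKM 1 or more only at week 0 then failed the filter, which left 14087 and 14078 genes. The balance of rises and falls thus differed with the scaling. Both medians lay above -0.136, whereas an effect of 1 week 0 library would move them in opposite directions. This argues against such an effect and leaves the loss of genes, which was not tested on a common set of genes. Calls of several lists were lost without 1 library. Sertoli cell genes lost theirs without week 0 replicate 1 or 2, with medians of -1.48 and -1.44 against -1.66. Class II genes lost theirs without either (medians -2.01 and -2.09 against -2.28) or week 1 replicate 2 (-2.26). Immediate early genes lost theirs without week 0 replicate 1 (median 0.702 against 0.853). Erythroid genes and checkpoint ligands lost theirs in 9 of 18 and 12 of 21 alternatives (camera adjusted p up to 0.0795 and 0.0892). With no filter, the median of the checkpoint ligands was 0.051 (adjusted p = 0.0892), that of erythroid genes -1.49 and that of class II genes -1.44. The libraries were week 1 replicate 1 (0.0566 and 0.0646), week 1 replicate 2 for erythroid genes alone (0.0547), and each library of week 2 and GS cells (0.0516 to 0.054).

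**Figure D2:**
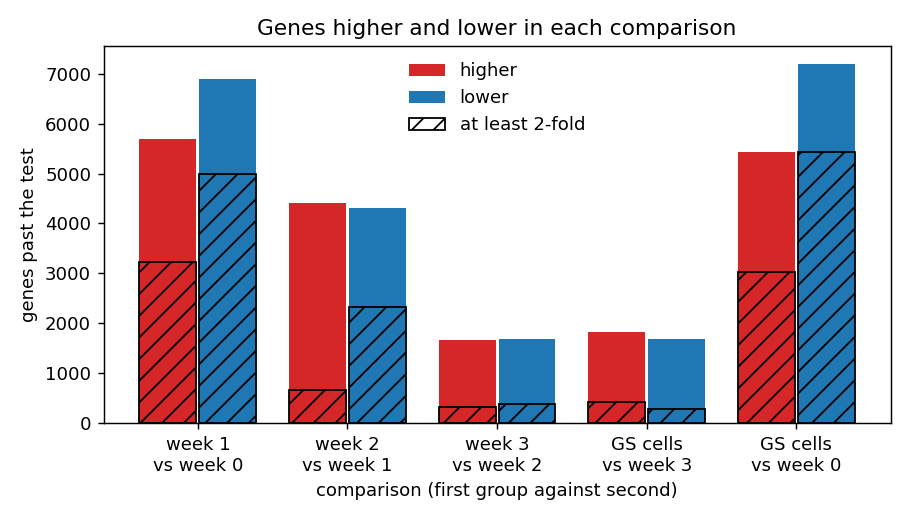
Number of genes past the limma test (vertical axis) in each of the 5 comparisons, higher in red and lower in blue, with hatching for those changed at least 2-fold. Counts run from 3339 genes for week 3 against week 2 to 12633 for GS cells against week 0.

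Week 2 was compared with week 1 to follow the cells as culture went on. Fibroblast and matrix genes fell, and genes of cell division rose. Lcn2, an iron-trapping acute-phase protein, fell from 1725 ± 49.3 to 26.0 ± 0.27 FPKM, Thbd (thrombomodulin) from 235.7 ± 0.045 to 2.68 ± 0.060, and Serpinb2 from 433.1 ± 16.6 to 6.95 ± 1.06, while Prm2, a sperm protamine, fell from 114.7 ± 6.11 and was listed at 0 in both week 2 libraries. With U90926 these were the 5 largest falls. Orc1, a subunit of the replication origin complex, rose from 21.3 ± 5.57 to 93.3 ± 16.0, and Erg, Gng13, Pramef12 and Tnni3 completed the 5 largest rises (limma log2 fold changes 1.96 to 2.1, adjusted p up to 0.00601). Tnni3 rose by 1.13 without week 1 replicate 2, and lost its call when only the libraries of weeks 1 and 2 were fitted (limma adjusted p = 0.0933, 0.000115 to 0.0933 over all alternatives).

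All 20 fibroblast and matrix genes fell at week 2, 20 adjusted over the list alone (median -2.69, camera adjusted p = 4.51e-09, and adjusted p = 0.241 with an estimated correlation). Vim (vimentin) was at 3094 ± 128.6 and 158.6 ± 0.98 FPKM. Of 12 smooth muscle and myoid genes 11 fell, 11 adjusted over the list alone (median -1.99, camera adjusted p = 6.07e-05, and adjusted p = 0.182 with an estimated correlation), led by Tpm2 and Tagln. Sertoli cell genes fell in 12 of 21 (12 adjusted over the list alone, Sox9 among them, camera adjusted p = 0.00105, and adjusted p = 0.0839 with an estimated correlation). Leydig cell genes fell in 7 of 14 (7 adjusted over the list alone, Star among them, camera adjusted p = 0.012, and adjusted p = 0.144 with an estimated correlation). Of 28 spermatid genes 14 fell and 2 rose, 14 and 2 adjusted over the list alone (camera adjusted p = 0.000758, and adjusted p = 0.197 with an estimated correlation). The medians of these 3 lists were -0.86, -0.48 and -0.49, and without week 0 replicate 1 or replicate 2, when fewer of their genes passed the filter, they were -1.94, -1.45 and -1.52.

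Division and germ cell genes rose as these fell. Of 29 DNA replication genes 25 rose and 0 fell, 25 and 0 adjusted over the list alone (median 0.75, camera adjusted p = 2.02e-08, and adjusted p = 0.0839 with an estimated correlation). Mcm2, a helicase subunit, was at 107.8 ± 18.0 and 313 ± 25 FPKM. Of 25 mitosis genes 24 rose, 24 adjusted over the list alone (median 0.83, camera adjusted p = 5.17e-09, and adjusted p = 0.0839 with an estimated correlation), led by Plk1 and Bub1b. Undifferentiated spermatogonia genes were higher in 18 of 30 and lower in 2, 18 and 2 adjusted over the list alone (median 0.48, camera adjusted p = 0.00332, and adjusted p = 0.194 with an estimated correlation). Zbtb16 (PLZF) went from 34.7 ± 4.57 to 98.1 ± 4.82 and Pou5f1 (OCT4) from 19.2 ± 0.68 to 56.9 ± 2.13, while Cd9 fell to 102.2 ± 4.56. Of 13 genes of differentiating spermatogonia 10 rose and 2 fell, 10 and 2 adjusted over the list alone (median 1.1, camera adjusted p = 0.00242, and adjusted p = 0.29 with an estimated correlation). Of 19 piRNA genes 17 rose, 17 adjusted over the list alone (median 0.68, camera adjusted p = 1.15e-05, and adjusted p = 0.153 with an estimated correlation). Of 27 meiotic genes 10 rose and 2 fell, 9 and 2 adjusted over the list alone (median 0.30, camera adjusted p = 0.0434, and adjusted p = 0.312 with an estimated correlation).

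Immediate early, glycolysis and checkpoint ligand genes were among those that fell beside the fibroblast genes. Of 19 immediate early genes 16 fell and 1 rose, 16 and 1 adjusted over the list alone (median -1.72, camera adjusted p = 1.11e-07, and adjusted p = 0.241 with an estimated correlation), led by Ier3 and Fosb. Of 21 glycolysis genes 15 fell and 2 rose, 15 and 3 adjusted over the list alone (median -0.98, camera adjusted p = 0.000572, and adjusted p = 0.197 with an estimated correlation). Ldha was at 276.8 ± 5.60 and 46.7 ± 2.23 FPKM. Of 21 p53 targets 15 fell and 3 rose, 15 and 3 adjusted over the list alone (median -1.25, camera adjusted p = 0.000152, and adjusted p = 0.0839 with an estimated correlation). Of 23 adhesion genes 15 fell and 4 rose, 17 and 5 adjusted over the list alone (median -0.75, camera adjusted p = 0.00105, and adjusted p = 0.144 with an estimated correlation). Among 15 checkpoint ligands 8 fell and only Cd274 rose, 8 and 1 adjusted over the list alone (median -0.65, camera adjusted p = 0.0143, and adjusted p = 0.144 with an estimated correlation). Cd80 fell to 0.95 ± 0.18, Cd47 to 13.1 ± 1.08 and Pvr from 58.7 ± 5.21 to 2.75 ± 0.53. Without week 1 replicate 2 the median of these ligands was -1.21, and without week 0 replicate 1 or 2 it was -1.01. With no filter it was -0.162. Of 28 interferon response genes 13 fell and 4 rose, 13 and 4 adjusted over the list alone (median -0.38, camera adjusted p = 0.0443, and adjusted p = 0.312 with an estimated correlation). Class I genes were not called, with 9 higher and 6 lower of 21, 9 and 6 adjusted over the list alone (camera adjusted p = 0.479). B2m, chosen here after its values were seen, was at 83.9 ± 3.11 at week 2.

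Limma called 8719 genes between weeks 1 and 2, 4419 higher (50.7%) and 4300 lower, and among those changed at least 2-fold 672 were higher and 2332 lower. Rescaling to a common sum gave 6575 higher (66%) and 3392 lower, and quantile normalization 5785 (61.8%) and 3577, with medians over all genes of 0.262 and 0.173 in place of 0.025. Of 35 oxidative phosphorylation genes 14 fell and 2 rose, 14 and 1 adjusted over the list alone (median -0.197, camera adjusted p = 0.0144, and adjusted p = 0.499 with an estimated correlation), but the median was 0.107 after rescaling to a common sum and 0.00595 after quantile normalization, with no call (camera adjusted p = 0.938 and 0.782). The call of meiotic genes was lost without week 0 replicate 1 or 2, week 1 replicate 2 or week 2 replicate 1 (camera adjusted p = 0.064, 0.0636, 0.133 and 0.062, 0.00684 to 0.133 over all alternatives). The call of interferon genes was lost in 10 of 21 alternatives (0.000367 to 0.502), among them those without either library of week 0 (0.064 and 0.0636), week 1 (0.158 and 0.0936) or week 3 (0.0589 for each) and without week 2 replicate 2 (0.0532). The median of interferon genes was -0.0856 with a filter at FPKM 5 (adjusted p = 0.502), -0.142 after quantile normalization (0.0624) and -0.253 with a pseudocount of 5 (0.0658).

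**Figure D3:**
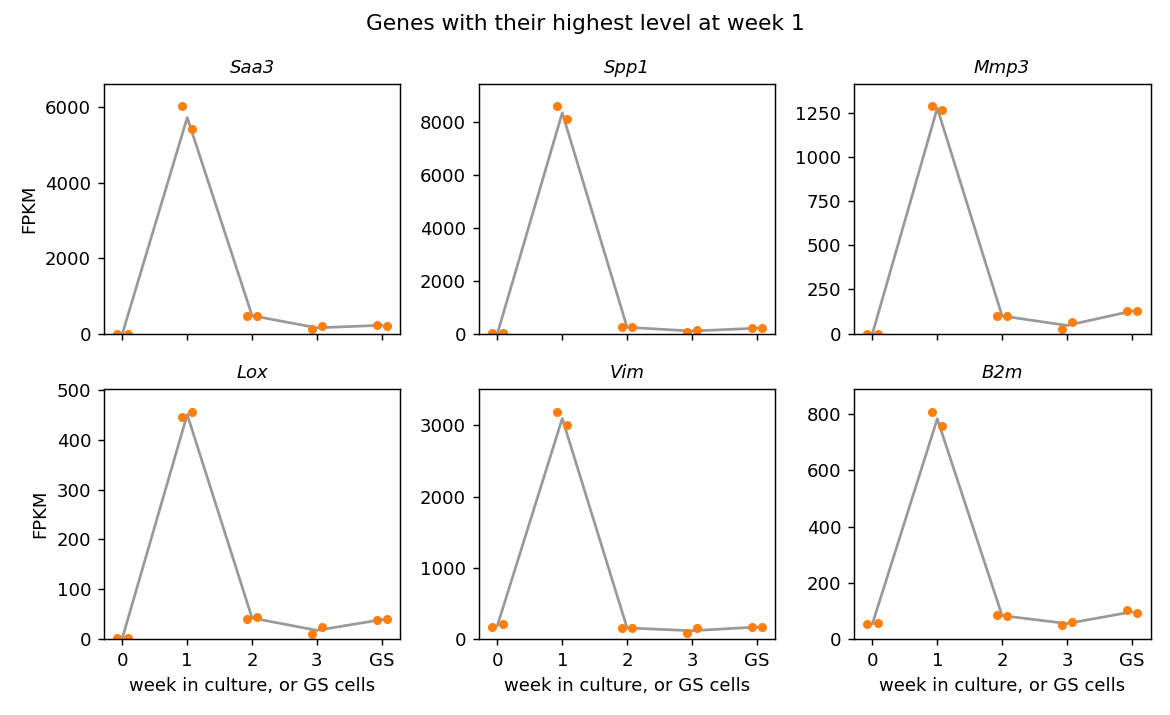
FPKM (vertical axes) of 6 genes in the 5 groups (horizontal axes), with points for the 2 libraries and lines through the group means. Each gene is highest at week 1, where Saa3 reaches 5732, Spp1 8344 and B2m 783.2.

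Week 3 was compared with week 2 as the last step of the time course. Targets of GDNF and FGF signalling fell, while Chac1, Trib3 and Slc7a3 rose most. T (brachyury), a transcription factor downstream of these factors in stem cells, fell from 19.6 ± 1.18 to 1.87 ± 0.27 FPKM, with Nxph4, Crmp1, Hlx and Ptx3 as the other genes among the 5 largest falls (limma log2 fold changes -3.18 to -2.85, adjusted p up to 0.000243). Chac1, a glutathione-degrading enzyme, rose from 1.31 ± 0.20 to 29.6 ± 3.91, Trib3, a pseudokinase induced by nutrient stress, from 3.27 ± 0.27 to 28.0 ± 2.34, and Slc7a3, an arginine and lysine transporter, from 1.52 ± 0.41 to 18.5 ± 3.77. Nos1ap and Sp7 completed the 5 largest rises. Sp7 was at 12.9 ± 15.0, so its libraries differed by more than the mean, and its call was lost in 9 of 17 alternatives (limma adjusted p = 0.0209 to 0.215), among them those without either library of week 1 (0.0523 and 0.0524), week 2 (0.113 and 0.142) or GS cells (0.0568 and 0.0567).

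Of 27 GDNF and FGF signalling targets 19 fell at week 3 and 2 rose, 20 and 2 adjusted over the list alone (median -0.79, camera adjusted p = 6.94e-10, and adjusted p = 0.0801 with an estimated correlation). Bcl6b (chromosome 11, 70224128 to 70229798, minus strand) fell from 117.6 ± 4.38 to 23.7 ± 1.58 FPKM and Egr3 from 132.2 ± 9.94 to 28.3 ± 2.91. Of 19 immediate early genes 12 fell and 4 rose, 12 and 4 adjusted over the list alone (median -0.89, camera adjusted p = 4.04e-06, and adjusted p = 0.421 with an estimated correlation). Junb was at 147.9 ± 3.03 and 24.1 ± 1.32. The lists of division genes had smaller median falls, and most of their genes were not called. The difference between lists was not tested. Of 29 replication genes 11 fell and 0 rose, 13 and 1 adjusted over the list alone (median -0.27, camera adjusted p = 2.21e-05, and adjusted p = 0.214 with an estimated correlation). Of 25 mitosis genes 10 fell, 12 adjusted over the list alone (median -0.29, camera adjusted p = 2.3e-05, and adjusted p = 0.213 with an estimated correlation). Mki67 was at 63.2 ± 0.80 and 33.3 ± 1.28. Of 23 adhesion genes 6 fell and 1 rose, 8 and 2 adjusted over the list alone (median -0.36, camera adjusted p = 0.0144, and adjusted p = 0.288 with an estimated correlation), with a median of -0.233 without week 3 replicate 1.

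Genes of the piRNA pathway and of differentiating spermatogonia were higher at week 3, while meiotic genes (7 of 27 higher and 0 lower, 7 and 0 adjusted over the list alone, camera adjusted p = 0.0686) and spermatid genes (0 of 28 higher and 1 lower, 0 and 1 adjusted over the list alone, 0.991) were not called. Of 19 piRNA genes 11 rose and 0 fell, 13 and 0 adjusted over the list alone (median 0.56, camera adjusted p = 4.04e-06, and adjusted p = 0.214 with an estimated correlation), led by Spocd1 and Piwil4. Of 13 genes of differentiating spermatogonia 7 rose and 3 fell, 9 and 3 adjusted over the list alone (median 0.46, camera adjusted p = 0.0475, and adjusted p = 0.558 with an estimated correlation). Stra8, which retinoic acid induces before meiosis, went from 38 ± 3.49 to 103.2 ± 2.23 FPKM, and Sohlh1 from 73.7 ± 2.52 to 178.1 ± 4.28. Undifferentiated spermatogonia genes were not called, with 11 higher and 10 lower of 30, 12 and 10 adjusted over the list alone (camera adjusted p = 0.598). Of 21 glycolysis genes 7 rose and 0 fell, 7 and 0 adjusted over the list alone (median 0.25, camera adjusted p = 0.0195, and adjusted p = 0.446 with an estimated correlation). Of 24 cholesterol genes 10 fell and 2 rose, 10 and 4 adjusted over the list alone (median -0.31, camera adjusted p = 0.0366, and adjusted p = 0.214 with an estimated correlation). Of 20 fibroblast genes 8 fell, 8 adjusted over the list alone (median -0.57, camera adjusted p = 0.0012, and adjusted p = 0.624 with an estimated correlation). Lum was at 14.0 ± 1.1 and 4.47 ± 1.25.

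Limma called 3339 genes between weeks 2 and 3, 1659 higher and 1680 lower, and 711 of them changed at least 2-fold. The count was 1615 without week 2 replicate 1, 1573 without week 2 replicate 2, 1778 without week 3 replicate 1, and 1880 when only these 4 libraries were fitted. The fibroblast call rested on week 3 replicate 1, without which the median was -0.00595 (camera adjusted p = 0.241, against 1.75e-11 and a median of -0.909 without week 3 replicate 2). The glycolysis median was 0.162 without week 3 replicate 2 (camera adjusted p = 0.0665, 0.00167 to 0.106 over all alternatives), and the cholesterol median was -0.202 without week 3 replicate 1. The cholesterol call was lost without week 1 replicate 1 or 2 or week 2 replicate 2 (0.0528, 0.0531 and 0.0718, 0.00054 to 0.131 over all alternatives). The call of differentiating spermatogonia was lost in 13 of 21 alternatives (0.0134 to 0.131), among them those without either library of week 0 (0.0579 and 0.0583), week 1 (0.0681 for each) or GS cells (0.0602 and 0.0599), without week 2 replicate 1 (0.0657) and without week 3 replicate 1 (0.0807).

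**Figure D4:**
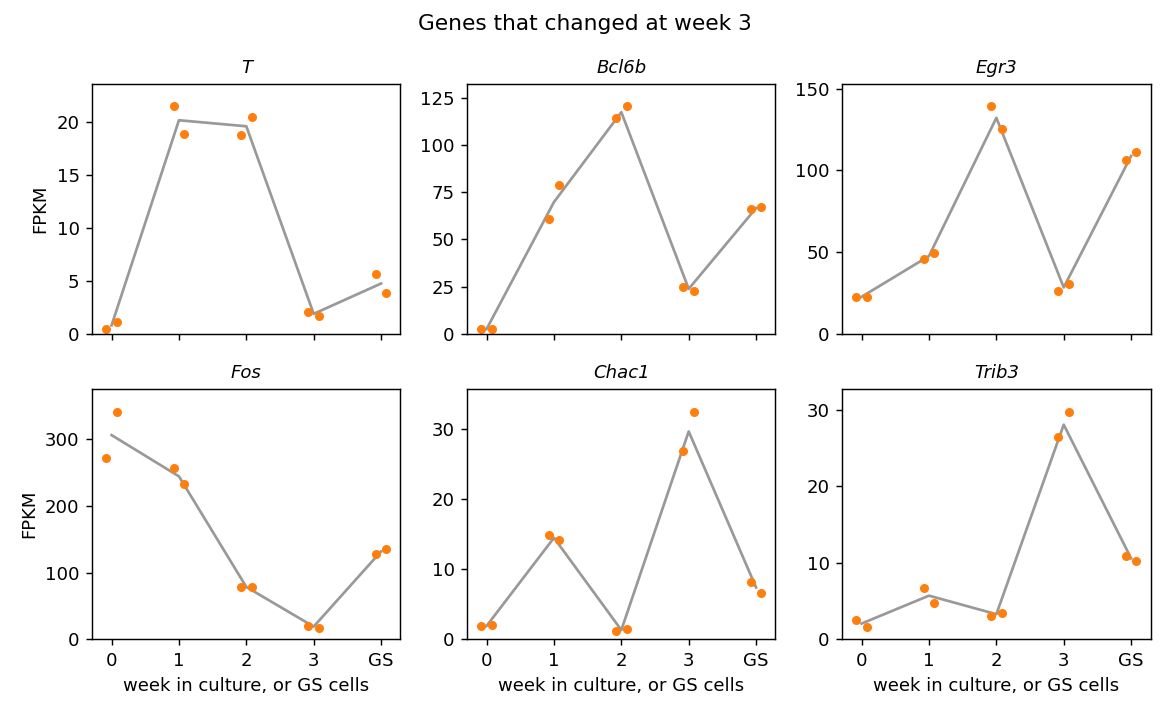
FPKM (vertical axes) of 6 genes in the 5 groups (horizontal axes), with points for the 2 libraries and lines through the group means. Bcl6b falls from 117.6 at week 2 to 23.7 at week 3, where Chac1 and Trib3 are highest at 29.6 and 28.0.

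GS cells were compared with week 3 to set the short cultures beside established ones. GDNF and FGF targets and immediate early genes were higher in GS cells. Of 15 macrophage genes 5 were lower and 2 higher, 6 and 2 adjusted over the list alone, and the list was not called (camera adjusted p = 0.0571). Tmem173, which encodes the DNA sensor adaptor STING (chromosome 18, 35733679 to 35740554, minus strand), was at 15.9 ± 0.39 FPKM in GS cells and 0.33 ± 0.18 at week 3, Glmp at 107.5 ± 7.96 and 11.7 ± 4.80, and Krt18, an epithelial keratin, at 29.4 ± 2.79 and 2.84 ± 0.16. Col13a1 and Ereg completed the 5 largest rises. Lyz2, a lysozyme of macrophages, was at 2.51 ± 1.20 in GS cells and 77.6 ± 23.5 at week 3, and the chemokine Ccl6 at 0.73 ± 0.25 and 17.7 ± 3.79. Wfdc17, Sp7 and Rarres2 completed the 5 largest falls, each with week 3 libraries far apart (20.4 ± 15.1, 12.9 ± 15.0 and 10.9 ± 9.33). Sp7 lost its call without GS cells replicate 1 or 2 (limma adjusted p = 0.11 and 0.113, 0.0158 to 0.205 over all alternatives), and Rarres2 without GS cells replicate 1 (0.0536, 0.000629 to 0.122), with a log2 fold change of -1.57 without week 3 replicate 2.

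Of 27 GDNF and FGF targets 19 were higher in GS cells and 1 was lower, 19 and 2 adjusted over the list alone (median 0.95, camera adjusted p = 1.1e-08, and adjusted p = 0.106 with an estimated correlation). Nefm was at 52.9 ± 5.19 and 10.5 ± 1.40 FPKM and Egr3 at 108.8 ± 3.33 and 28.3 ± 2.91. Of 19 immediate early genes 12 were higher and 1 lower, 12 and 1 adjusted over the list alone (median 1.18, camera adjusted p = 7.18e-07, and adjusted p = 0.477 with an estimated correlation). Fos was at 131.8 ± 4.78 and 19 ± 2.31. Of 23 adhesion genes 12 were higher and 0 lower, 15 and 0 adjusted over the list alone (median 0.36, camera adjusted p = 6.02e-06, and adjusted p = 0.131 with an estimated correlation), led by Itga5 and Itga3. Of 21 class I genes 8 were higher and 0 lower, 10 and 0 adjusted over the list alone (median 0.25, camera adjusted p = 0.000827, and adjusted p = 0.429 with an estimated correlation), with a median of 0.396 without GS cells replicate 2. Tap1, a peptide transporter, was at 10.6 ± 0.28 and 5.02 ± 0.54, and B2m at 97.1 ± 7.69 and 55.7 ± 9.11. Of 35 oxidative phosphorylation genes 7 were higher, 14 and 1 lower adjusted over the list alone (median 0.19, camera adjusted p = 0.000756, and adjusted p = 0.517 with an estimated correlation). Atp5o was at 528.9 ± 5.36 and 340.6 ± 13.6. Of 24 cholesterol genes 8 were lower and 1 higher, 8 and 1 adjusted over the list alone (median -0.21, camera adjusted p = 0.0134, and adjusted p = 0.207 with an estimated correlation). Of 19 piRNA genes 5 were lower, 6 adjusted over the list alone (median -0.29, camera adjusted p = 0.0142, and adjusted p = 0.495 with an estimated correlation).

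Limma called 3526 genes between week 3 and GS cells, 1836 higher and 1690 lower, and 710 changed at least 2-fold. The count was 1985 without week 3 replicate 1, 2178 without week 3 replicate 2, 1748 without GS cells replicate 1, 1990 without GS cells replicate 2, and 1326 when only these 4 libraries were fitted. In that last fit B2m, Itga5 and Wfdc17 were among the genes that lost their call (limma adjusted p = 0.0695, 0.0817 and 0.0724). Of 20 fibroblast genes 4 were higher in GS cells, 5 adjusted over the list alone (median 0.37, camera adjusted p = 0.0134, and adjusted p = 0.583 with an estimated correlation). This call too rested on week 3 replicate 1, without which the median was 0.0765 (adjusted p = 0.958), against 0.735 without week 3 replicate 2 (2.28e-09).

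GS cells were compared with week 0 to span the whole course. Genes of spermatids and Leydig cells were lower in GS cells, where 7 of 28 and 3 of 14 had a mean of FPKM 1 or more. Of the 8 largest falls, Prm2 (9622 ± 473.3 FPKM at week 0), Prm1 (5353 ± 332.8), Tnp2 (3990 ± 62.4), Smcp (1511 ± 86.4), Gapdhs (1422 ± 51.0) and Insl3 (1147 ± 102) were listed at 0 in both GS cell libraries, and the others were Oaz3 and Gsg1. Genes of undifferentiated spermatogonia and of the interferon response rose. Nanos3, an RNA-binding protein of germ cells, was at 171.2 ± 9.0 in GS cells and 7.39 ± 0.42 at week 0, and Pou5f1 at 104.6 ± 4.62 and 5.43 ± 1.25. The 8 largest rises were Saa3, Mmp3 (listed at 0 at week 0), Zic1, Epha2, Spp1, Il1rl1, Hoxb8 and Zbp1 (limma log2 fold changes 5.05 to 7.16, adjusted p up to 1.46e-05). Zbp1, a sensor of nucleic acids induced by interferon, was at 58.3 ± 5.89 and 0.79 ± 0.15, and Hoxb8 at 38.7 ± 4.44 and 0.14 ± 0.035.

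Of 30 undifferentiated spermatogonia genes 25 were higher in GS cells and 2 lower, 26 and 2 adjusted over the list alone (median 2.01, camera adjusted p = 1.35e-07, and adjusted p = 0.068 with an estimated correlation). Of 16 pluripotency factors 11 were higher and 4 lower, 11 and 4 adjusted over the list alone (median 1.68, camera adjusted p = 0.00895, and adjusted p = 0.0996 with an estimated correlation), with Dppa3 and Dppa4 higher and Klf2 lower. Of 27 GDNF and FGF targets 19 were higher and 3 lower, 19 and 3 adjusted over the list alone (median 2.22, camera adjusted p = 1.95e-05, and adjusted p = 0.0712 with an estimated correlation). Etv4 was at 68.7 ± 6.67 and 3.33 ± 0.89 FPKM. Of 13 genes of differentiating spermatogonia 10 were higher and 2 lower, 10 and 2 adjusted over the list alone (median 1.04, camera adjusted p = 0.00811, and adjusted p = 0.331 with an estimated correlation), and the 2 lower ones were Dmrtb1 and Prdm9. All 28 spermatid genes were lower, 28 adjusted over the list alone (median -8.13, camera adjusted p = 1.46e-10, and adjusted p = 0.068 with an estimated correlation). Of 27 meiotic genes 20 were lower and 1 higher, 20 and 1 adjusted over the list alone (median -1.69, camera adjusted p = 0.00156, and adjusted p = 0.149 with an estimated correlation).

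Class I and interferon genes were higher in GS cells than at week 0, and macrophage genes were lower. Of 21 class I genes 18 were higher and 1 lower, 18 and 2 adjusted over the list alone (median 1.63, camera adjusted p = 1.95e-05, and adjusted p = 0.11 with an estimated correlation). Psmb8, an immunoproteasome subunit, was at 45.7 ± 9.94 and 2.16 ± 0.69 FPKM and Psme2 at 1070 ± 174.1 and 135.1 ± 2.38. Of 28 interferon genes 17 were higher and 3 lower, 17 and 3 adjusted over the list alone (median 1.03, camera adjusted p = 0.000808, and adjusted p = 0.149 with an estimated correlation). Gbp2 was at 88.3 ± 0.39 and 2.08 ± 0.68. Checkpoint ligands were not called (6 higher and 5 lower of 15, 6 and 5 adjusted over the list alone, median 0.146, mean -0.111, camera adjusted p = 0.557), nor were class II genes (1 higher and 7 lower of 8, 1 and 7 adjusted over the list alone, camera adjusted p = 0.0747). Of 15 macrophage genes 13 were lower and 1 higher, 13 and 1 adjusted over the list alone (median -3.16, camera adjusted p = 0.00811, and adjusted p = 0.423 with an estimated correlation). C1qa was at 0.11 ± 0.16 and 26.7 ± 3.87.

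Leydig, smooth muscle and Sertoli cell genes were lower in GS cells, while fibroblast and endothelial genes were not called. Leydig cell genes were lower in 14 of 14 (14 adjusted over the list alone, median -4.51, camera adjusted p = 8.54e-05, and adjusted p = 0.068 with an estimated correlation). Smooth muscle genes were lower in 12 of 12 (12 adjusted over the list alone, median -3.37, camera adjusted p = 0.00266, and adjusted p = 0.231 with an estimated correlation). Of 21 Sertoli cell genes 18 were lower and 2 higher, 18 and 2 adjusted over the list alone (median -3.04, camera adjusted p = 0.000808, and adjusted p = 0.068 with an estimated correlation). Fibroblast genes were not called, with 8 higher and 7 lower of 20, 8 and 7 adjusted over the list alone (median 0.0892, camera adjusted p = 0.339). Endothelial genes were higher in 2 of 12 and lower in 7, 2 and 7 adjusted over the list alone (camera adjusted p = 0.792). Replication genes were higher in 23 of 29 and lower in 2, 23 and 2 adjusted over the list alone (median 0.98, camera adjusted p = 1.17e-05, and adjusted p = 0.0996 with an estimated correlation). Cholesterol genes were higher in 15 of 24 and lower in 4, 15 and 4 adjusted over the list alone (median 0.82, camera adjusted p = 0.00641, and adjusted p = 0.0948 with an estimated correlation). Adhesion genes were higher in 13 of 23 and lower in 5, 13 and 5 adjusted over the list alone (median 0.86, camera adjusted p = 0.00953, and adjusted p = 0.149 with an estimated correlation). Epcam was at 141.8 ± 5.07 and 20.8 ± 1.62 FPKM. Of 21 p53 targets and inhibitors 12 were higher and 5 lower, 12 and 5 adjusted over the list alone (median 0.99, camera adjusted p = 0.0297, and adjusted p = 0.149 with an estimated correlation), and Cdkn2c and Cdkn2d, inhibitors of cyclin D kinases, were among the lower ones.

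Limma called 12633 genes between week 0 and GS cells, 5437 higher (43%) and 7196 lower, with a median of -0.208 over all genes. Rescaling to a common sum gave 7112 higher (54%) and 6047 lower with a median of 0.184, and quantile normalization 8039 (61.1%) and 5128 with 0.445. Without week 0 replicate 1 or 2, when genes at FPKM 1 or more only at week 0 failed the filter, the medians were 0. The call of p53 targets was lost without week 0 replicate 1 or 2 (camera adjusted p = 0.094 and 0.0786, 7.11e-05 to 0.094 over all alternatives), and that of differentiating spermatogonia after quantile normalization (0.0611, 0.00326 to 0.0611 over all alternatives).

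**Figure D5:**
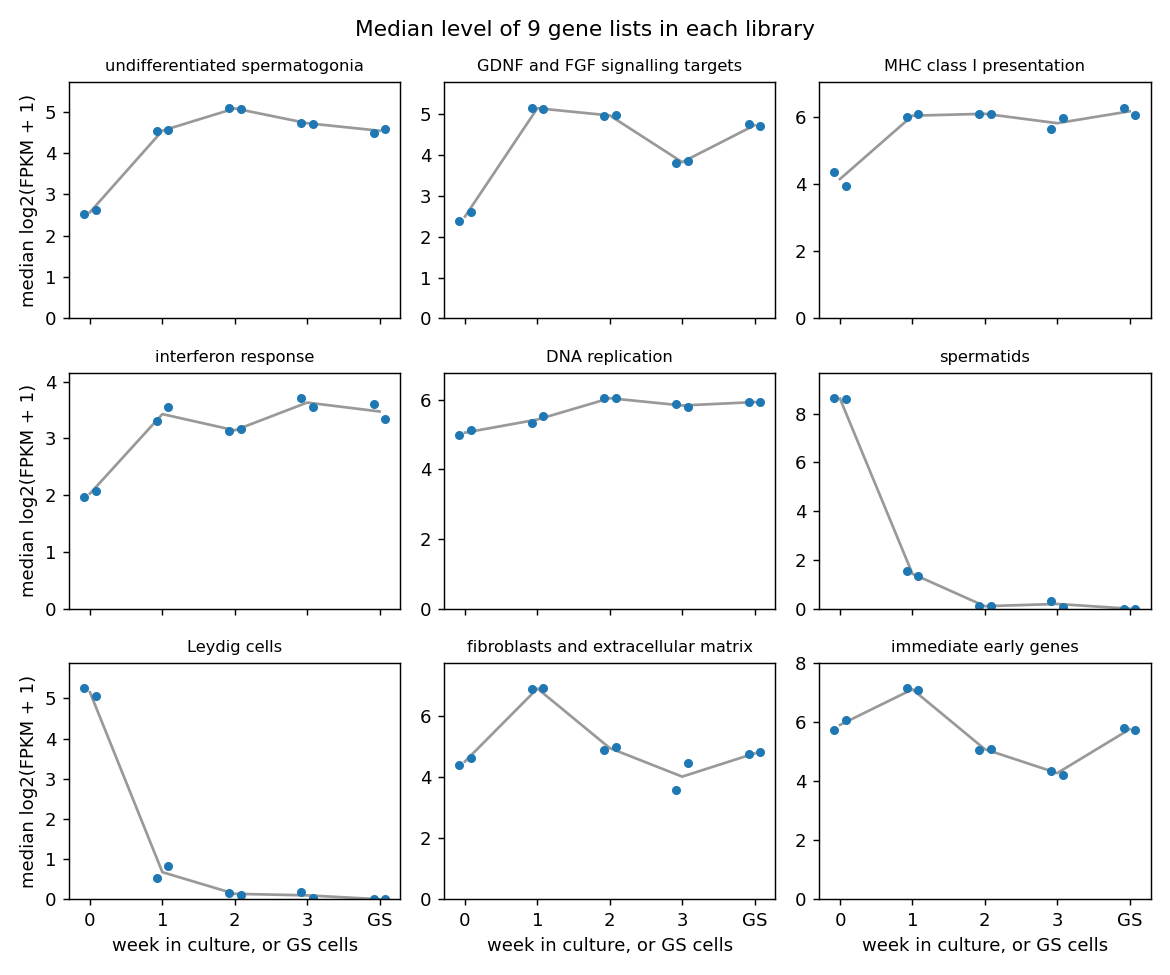
Median log2(FPKM + 1) of the measured genes of 9 lists (vertical axes) in each library, with points for the 2 libraries of a group and lines through their means, over weeks 0 to 3 and GS cells (horizontal axes). Spermatid and Leydig cell genes drop after week 0, and fibroblast genes peak at week 1 where all 20 rose.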

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

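All alternatives were planned before the data were examined, and 3 further comparisons of Cd274 and a stroma list without Lcn2 were added after. Cd274 kept its direction and its side of the threshold in all 100 refits. Its log2 fold change was 1.35 to 2.99 for week 1 against week 0 and 2.21 to 4.15 for GS cells against week 0. It was 0.342 to 0.733 for week 2 against week 1 and 0.018 to 0.119 for week 3 against week 2. For GS cells against week 3 it was 0.461 to 0.564. Counts of called genes stayed within 1.5 times the reported ones except as follows. With only the groups compared in the fit, 1880 genes were called for week 3 against week 2 and 1326 for GS cells against week 3, with fewer degrees of freedom. Leaving out 1 library gave 1573 to 3520 and 1748 to 3702 genes for these comparisons, with fewer samples, and the lone sample left in a group was assumed to vary like the other groups. With a minimum change of 2-fold, 8219, 3004, 711 and 710 genes passed in the first 4 comparisons in the order of the report, and 8452 for GS cells against week 0.

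With an estimated correlation, which was -0.063 to 0.68 with a median of 0.068, camera called 0 lists in each of the 5 comparisons, and 11, 8, 5, 3 and 9 of the 28 passed an unadjusted test. Fry called 26, 24, 15, 18 and 25 lists, where camera with the preset correlation called 18, 18, 10, 8 and 16. Of 328 named genes, counted per comparison, 29 lost their call under some alternative, and so did 15 of 70 called lists with the estimated correlation left out. Fry aside, lists not called gained a call 36 times, counted per list, comparison and alternative. No named gene and no called list reversed its direction by the test.

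No pairing of libraries by replicate number was seen in their deviations, which cannot show whether same-numbered libraries shared an animal or culture. The deviations of same-numbered libraries from their group means correlated at -0.053 to 0.046 over 10 pairs of groups, 0 of them over 0.1. With the replicate block, 12543, 8610, 3159, 3251 and 12617 genes were called. Depth of 10.35 to 21.06 M reads limits what can be said of genes below FPKM 1, such as Pdcd1lg2.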

Other observations

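The tests of stromal cells for Cd274, class I genes and B2m, of a lower share of undifferentiated spermatogonia at week 0, and of the depth at week 3 were chosen after the result was seen, as were the integrated stress response and inflammatory stroma lists themselves. Genes of the integrated stress response, by which cells answer a lack of amino acids, moved with the weeks. In a list of 28 such genes, from which Chac1, Trib3 and Slc7a3 were left out because they had prompted it, 19 rose and 0 fell from week 2 to week 3 (median 0.846, camera adjusted p = 1.18e-10, and adjusted p = 0.0456 with an estimated correlation). Asns, asparagine synthetase, went from 38.3 ± 2.32 to 130.3 ± 13.5 FPKM and Atf4, the transcription factor of the response, from 103.4 ± 3.28 to 195.6 ± 10.9 (SD, n = 2). In GS cells 18 of the 28 were lower than at week 3 and 1 was higher (median -0.534, camera adjusted p = 7.9e-09, and adjusted p = 0.0736 with an estimated correlation). The list had also risen at week 1, with 20 higher and 3 lower (camera adjusted p = 0.000101, and adjusted p = 0.0719 with an estimated correlation). At week 2 it fell, with 2 higher and 19 lower (median -0.682, camera adjusted p = 0.000605, and adjusted p = 0.12 with an estimated correlation).

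Cytokine, protease and acute-phase genes of activated connective tissue cells were hypothesised to accompany the week 1 peak of Saa3, Spp1, Mmp3 and Timp1. In a list of 21 such genes without the genes above, 20 rose from week 0 to week 1 and 1 fell (median 3.26, camera adjusted p = 2.76e-07, and adjusted p = 0.105 with an estimated correlation), and 19 fell again at week 2 (median -3.29, camera adjusted p = 1.43e-10, and adjusted p = 0.12 with an estimated correlation). At week 3, 14 were lower than at week 2 and 0 higher (median -1.07, camera adjusted p = 2.17e-09, and adjusted p = 0.164 with an estimated correlation). In GS cells 12 were higher than at week 3 and 1 lower (median 1, camera adjusted p = 3.87e-06, and adjusted p = 0.328 with an estimated correlation). The list held Lcn2, already seen among the largest falls at week 2, and in a test added later without it 19 of 20 rose at week 1 (median 3.5, camera adjusted p = 6.14e-07, and adjusted p = 0.109 with an estimated correlation). At week 2, 18 of these 20 fell (median -3.1, camera adjusted p = 7.59e-10, and adjusted p = 0.12 with an estimated correlation). Abundant genes at week 1 were Ccl2 of this list (1410 FPKM, 6.16 at week 0 and 66.4 at week 2) and, of the fibroblast list, Vim (3090, with 193 and 159) and Sparc (1320, with 471 and 112). These values may come from activated stromal cells in the week 1 cultures, which selection on CD9 may not exclude. However, 16 of the 21 genes were at FPKM 1 or more at week 0 and 18 in GS cells, and other cells can express them. Of the 20 fibroblast genes, 19 were also at FPKM 1 or more at week 0 and 20 in GS cells. These counts therefore do not tell stromal from other sources.

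X-linked genes were hypothesised to be higher in culture, since spermatocytes and spermatids of the week 0 cells silence the X chromosome. The median log2 fold change of 646 X-linked genes exceeded that of 14993 autosomal genes by 0.707 from week 0 to week 1 (bootstrap SE of the X-linked median 0.077), with 51.5% of X-linked and 35.5% of autosomal genes higher (camera p = 0.00522, and p = 0.0382 with an estimated correlation). In GS cells against week 0 the difference was 0.52 (camera p = 0.0194, and p = 0.0664 with an estimated correlation). From week 1 to week 2 the difference was -0.0289. The values for weeks 0 to 2 lay where predicted before they were computed. The X-linked median was 0 from week 1 to week 2, as in both later steps, so that value says little about the explanation. By the value for week 1 against week 0, loss of late germ cells may account for part of the rises at week 1. A loss of other cell types was not tested.

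Of 4 explanations weighed for the rise of Cd274, stromal cells carried over from the testis are argued against only for the step from week 1 to week 2, where Cd274 rose by 0.43 while the fibroblast list fell by a median of 2.69. They stay open for the step from week 0 to week 1, where the fibroblast and inflammatory stroma lists rose with it (medians 2.66 and 3.26), and for that from week 3 to GS cells, where the inflammatory stroma list rose (median 1), although without week 3 replicate 1 the fibroblast median was 0.0765 and Cd274 still rose by 0.55. A rising share of undifferentiated spermatogonia stays open for the step from week 1 to week 2. There the list of these cells rose by a median of 0.475, with 18 of 30 genes higher and 2 lower. This explanation is not decided for the rise from week 2 to GS cells. That list's median moved by 0.089 (bootstrap SE 0.202) and Cd274 by 0.61, but 7 of the 30 genes moved as much, so Cd274 lay within the spread of the list. The authors' scaling is argued against for GS cells against week 0, since the lowest log2 fold change over 3 rescalings was 3.33. A lower share of these cells at week 0 cannot be told apart from induction for that comparison, since 6 of 30 list genes had a larger ratio of mean FPKM than Cd274 (log2 ratio 3.84, list median 2.56, quartiles 1.65 and 3.1).

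The week 1 rise of class I genes was weighed against stromal cells present at week 1. They are argued against for those class I genes that did not fall at week 2. Only 5 of the 17 genes higher at week 1 fell there (class I median 0.234), while all 20 fibroblast genes fell (median -2.69). In GS cells 15 of the 17 were also higher than at week 0, all but Calr and Canx, and fibroblast genes were not called. Both comparisons share the week 0 libraries and B2m is among the 15, so this overlap does not decide the question. For the peak of B2m stromal cells remain open, since it fell by 3.21 from week 1 to week 2, more than the fibroblast median of 2.69. That fall was known when the test was chosen, so it is a hypothesis that stromal cells may have carried most B2m at week 1, and no biological explanation was tested.

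The low GDNF and FGF targets at week 3 were weighed against 3 explanations. A lone unusual library is argued against, since the list's median fell by at least 0.837 with either week 3 library left out, and it kept its call. Lower depth is argued against, since the deeper week 3 library had 18.88 M reads, more than either week 2 library. Its list median was as low (-0.837 against the week 2 mean). That is the value found without week 3 replicate 1, so it is not evidence separate from the fall above. A stress from amino acids or nutrients in the week 3 cultures stays open, as the stress list rose by 0.846, but at week 1 that list and the GDNF and FGF targets both rose, and at week 2 it fell while the targets were not called (camera adjusted p = 0.574). The inflammatory stroma list moved with the targets at week 3 (median -1.07) and in GS cells, and neither a change of stromal cells nor a biological explanation other than the stress was tested for this pattern.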
